# Nox4 expression in osteo-progenitors controls bone development in mice during early life

**DOI:** 10.1038/s42003-022-03544-0

**Published:** 2022-06-14

**Authors:** Jin-Ran Chen, Oxana P. Lazarenko, Michael L. Blackburn, Jennifer F. Chen, Christopher E. Randolph, Jovanny Zabaleta, Katrin Schroder, Kim B. Pedersen, Martin J. J. Ronis

**Keywords:** Self-renewal, Research data

## Abstract

Tightly regulated and cell-specific NADPH-oxidases (Nox) represent one of the major sources of reactive oxygen species (ROS) signaling molecules that are involved in tissue development and stem cell self-renewal. We have characterized the role of Nox4 in osteo-progenitors during postnatal bone development. Nox4 expression in bone and ROS generation were increased during early osteoblast differentiation and bone development. Stromal osteoblastic cell self-renewal, proliferation and ROS production were significantly lower in samples from whole-body Nox4 knockout mice (Nox4^-/-^) and conditional knockout (CKO) mice with depletion of Nox4 in the limb bud mesenchyme compared with those from control mice (Nox4^fl/fl^), but they were reversed after 9 passages. In both sexes, bone volume, trabecular number and bone mineral density were significantly lower in 3-week old CKO and Nox4^-/-^ mice compared with Nox4^fl/fl^ controls. This was reflected in serum levels of bone formation markers alkaline phosphatase (ALP) and procollagen 1 intact N-terminal propeptide (P1NP). However, under-developed bone formation in 3-week old CKO and Nox4^-/-^ mice quickly caught up to levels of control mice by 6-week of age, remained no different at 13-week of age, and was reversed in 32-week old male mice. Osteoclastogenesis showed no differences among groups, however, CTX1 reflecting osteoclast activity was significantly higher in 3-week old male CKO and Nox4^-/-^ mice compared with control mice, and significantly lower in 32-week old Nox4^-/-^ mice compared with control mice. These data suggest that Nox4 expression and ROS signaling in bone and osteoblastic cells coordinately play an important role in osteoblast differentiation, proliferation and maturation.

## Abstract (web summary)

Nox4 expression combined with reactive oxygen species signaling are key to osteoblast differentiation, proliferation and maturation in mice.

## Introduction

Bone is a dynamic organ with bone formation and resorption changing during the course of development as the skeleton undergoes age-dependent regulation. Osteoblastic bone formation is a dominant event during early life bone modeling, leading to the majority of bone mass to be deposited before puberty^1^. However, in adults, fine bone remodeling is a process in which osteoblasts and osteoclasts are coupled to maintain bone mass at an appropriate level^2^. It has been suggested that bone mass steadily declines as early as in young adulthood^3^, and thereafter, significant bone loss occurs during aging largely because of decreasing osteoblast number and bone formation rate^4^. Significant bone loss during aging is accompanied by increases in the generation or accumulation of reactive oxygen species (ROS)^5^. On the other hand, appropriate concentrations of ROS may be required for optimal early tissue development since it has been shown that ROS serve as signaling molecules controlling cell differentiation and proliferation^6,7^.

We have previously shown that osteoblast differentiation and proliferation are unique processes, which are dependent on the status of the cell senescence signaling pathway, i.e., increased signaling through the senescence pathway prevents a cell from proliferating and restricts the capacity of a stromal cell to differentiate into an active osteoblast^8^. However, maintaining a balance between ROS production, elimination of excessive ROS and senescence seems to be essential for physiological bone homeostasis at any age. During the past several decades, much have been established regarding the potential harmful effects of increased levels of ROS to damage DNA, lipids and proteins leading to many pathophysiologic conditions, including degenerative bone diseases. However, much less work has examined the skeletal consequences of reduced ROS production^9^. Previous study suggested that a reduction in ROS levels and signaling may be detrimental to bone development^10^. Moreover, a previous study indicated that decreased ROS concentrations actually promoted inflammation in the aging musculoskeletal system^11^.

ROS can be generated by several sources. The tightly controlled and cell-specific NADPH-oxidases (Nox) represent one of the major sources of intracellular ROS signaling molecules, including superoxide, hydrogen peroxide, and hydroxyl radicals in many cell types. Activation mechanisms, tissue distribution and sub-cellular localization of different members of the Nox family are markedly different^12^. Given that they are macrophages by nature, bone-resorptive osteoclasts are expected to express all subtypes of Nox^13^. Therefore, it was not surprising that the majority of ROS generated in osteoclasts is through a Nox-dependent mechanism^14,15^. RANKL and TNFα have been shown to stimulate ROS generation in osteoclasts or their precursors^16,17^. However, it was unexpected that bone resorption in Nox2-deficient mice was reported to be apparently normal during early development^11^. We have previously identified that osteoblastic cells do not express Nox3 but do express Nox 1, 2 and 4, with isoforms 4 and 2 being relatively abundant^18^. We have characterized the role of Nox2 during bone development by using a mouse model in which its co-factor p47phox was knocked out^19^. We have also reported recently that systemic deletion of Nox4 had minimum effects on age- or OVX-induced bone loss in adult female mice^20^. However, additional investigation of the tissue protective activity of NADPH-oxidases (Nox) during development, the origins and dynamics of ROS production, and their critical biological targets in bone are required.

We have previously hypothesized that Nox subtype-associated ROS production could have signaling pathways acting independently or synergistically to control tissue and cell development. Subtypes of Nox may generate physiological levels of ROS for tissue development to compensate for loss of one subtype of Nox. For example, Nox2-deficient (or deficiency of its components such as p47^phox^) mice are animal models for chronic granulomatous disease (CGD). Normal bone resorption in CGD patients and in Nox2-deficient mice might be due to partial compensation of ROS production by up-regulation of other isoforms of Nox such as Nox4 in bone cells^9,21^. However, animals with deletion of Nox2 still have age-related joint destruction^22^; indicating that Nox2 signaling does have a role in controlling local tissue pathophysiology. It is not known if systemic or if tissue specific deletion of Nox4 might have consequences on early postnatal bone development. In the present study, we set out to answer some of these critical questions in bone and focus on osteoblast differentiation and postnatal bone development in early life before weaning and in adults using mouse models with global Nox4 knockout or with pre-osteoblast-specific Nox4 gene deletion in the long bones.

## Results

### Changes of Nox expression and ROS production during bone cell differentiation in vitro

We examined cell proliferation, ROS production and Nox expression during in vitro osteoblast and osteoclast differentiation. In cell cultures of the murine osteoblast stromal cell line ST2, it took 7 days for cells to be fully differentiated into alkaline phosphatase (ALP)-positive mature osteoblasts in the presence of osteoblast culture medium (Fig. 1a). During this period, cell proliferation gradually increased from day 1 to day 7 (Fig. 1b) with ROS production reaching a peak at day 3 (Fig. 1c). In cell cultures of the murine macrophage cell line RAW264.7, osteoclastogenesis was induced by 30 ng/ml RANKL. It took 5 days to differentiate the progenitors to TRAPase-positive mature multi-nuclear osteoclasts (Fig. 1d). During this osteoclast differentiation period, cell proliferation significantly increased from day 1 to day 3 (Fig. 1e). ROS production dramatically increased from day 1 to day 3, and significantly decreased from day 3 to day 5 (Fig. 1f). Elevated ROS production thus seems to be a feature of both early osteoblastic and early osteoclastogenic differentiation, at least in vitro.

**Fig. 1:**
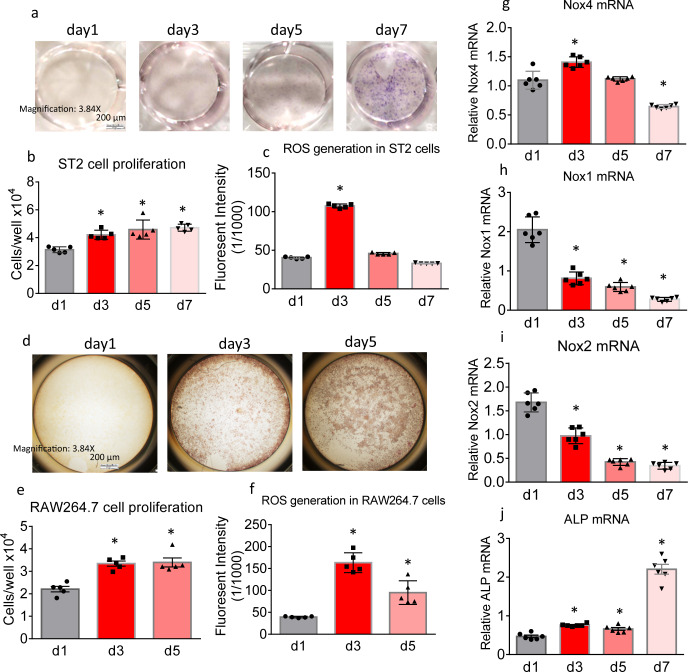
Nox expression and ROS production in bone cells during their differentiation. **a** Representative cell culture pictures of ALP staining of ST2 cells in the osteoblast differentiation medium on day 1, day 3, day 5, and day 7. **b** ST cell proliferation in the osteoblast differentiation medium on day 1, day 3, day 5, and day 7. **c** ROS generation from ST2 cells cultured in the osteoblast differentiation medium on day 1, day 3, day 5, and day 7. **d** Representative cell culture pictures of TRAPase staining of RAW264.7 cells in the presence of 30 ng/ml of RANKL on day 1, day 3, and day 5. **e** RAW264.7 cell proliferation on day 1, day 3, and day 5 in the presence of 30 ng/ml of RANKL. **f** ROS generation from RAW264.7 cells cultured in the presence of 30 ng/ml of RANKL on day 1, day 3, and day 5. Real-time PCR determined (**g**) Nox4, (**h**) Nox1, (**i**) Nox2 and (**j**) ALP mRNA expression in ST2 cells cultured in osteoblast differentiation medium on day 1, day 3, day 5, and day 7, six culture wells of 12-well culture plates per group. *p < 0.05 by one-way ANOVA followed by Tukey’s post hoc test compared with Day 1. For each cell line, the results are from one cell-culture experiment with each treatment given to 6 wells.

During osteoblastic differentiation, Nox4 mRNA expression was significantly higher at day 3 than at the other time points (Fig. 1g). On the other hand, Nox1 and Nox2 mRNA expressions were highest at day 1 (Fig. 1h, i). Like ALP-staining, the mRNA expression of the osteoblast differentiation marker ALP was dramatically increased on day 7 compared to earlier time points (Fig. 1j). Thus, ALP expression increases while Nox4 expression decreases.

### Bone marrow stromal cells from Nox4 knockout mice have reduced ability to differentiate into osteoblasts

We isolated bone marrow stromal cells from adult female mice for in ex vivo cultures. The mice were of three Nox4 genotypes: Global Nox4 knockout mice (*Nox4*^*-/-*^), Nox4 CKO mice of genotype *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^ with depletion of Nox4 in cells of the chondro/osteoblastic lineage in the long bones and control mice (*Nox4*^*fl/fl*^). There were three mice per genotype. We found those stromal cells from Nox4 CKO and *Nox4*^*-/-*^ mice appeared to have decreased proliferation than cells from *Nox4*^*fl/fl*^ control mice (Fig. 2a) with reduced ability to form stem cell units (Fig. 2b). After 12 days of cultures in the presence of osteoblast differentiation culture medium, numbers of colony-forming units of fibroblasts (CFU-Fs, more than thirty cells considered as one colony) were significantly lower in cell cultures from CKO and *Nox4*^*-/-*^ mice compared with cell cultures from *Nox4*^*fl/fl*^ control mice (*p* < 0.05) (Fig. 2c). Significantly reduced stromal cell proliferation was in cells from CKO and *Nox4*^*-/-*^ mice compared with cells from *Nox4*^*fl/fl*^ control mice persisted in passage 2 of the cells (Fig. 2d). Interestingly, senescence-associated β-galactosidase (SAβG) activity was significantly lower in cells from CKO and *Nox4*^*-/-*^ mice compared with cells from *Nox4*^*fl/fl*^ control mice (Fig. 2e).

**Fig. 2:**
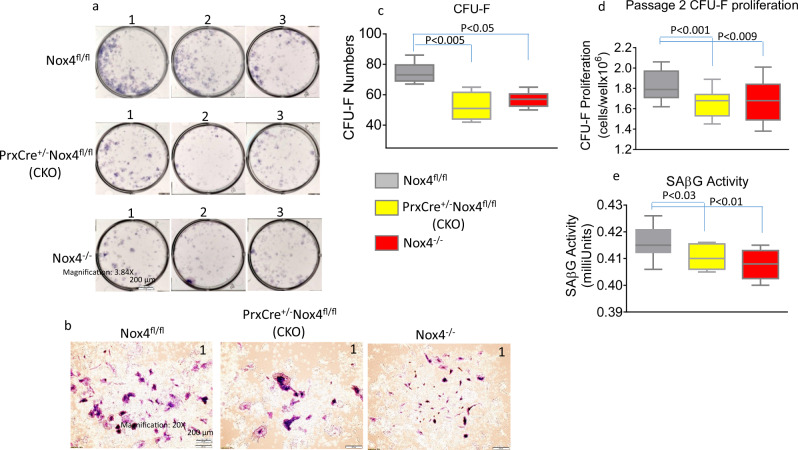
Bone marrow stromal cells from CKO and Nox4^-/-^ mice have reduced ability to proliferate and self-renew. Bone marrow stromal cells were isolated from femurs of 18–31-weeks old female mice of genotypes *Nox4*^*fl/fl*^ control, *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^ CKO, and *Nox4*^*-/-*^ and cultured. **a** Representative pictures of hematoxylin blue stained cell culture wells from each mouse. Numbers on top of each well are experimental animal numbers. **b** A typical single stem cell colony after 12 days cultures of bone marrow stem cells from mice of the three genotypes. **c** Numbers of colony-forming units of fibroblasts (CFU-F) after 12 days cultures of bone marrow stem cells from mice of the three genotypes. **d** Passage 2 colony-forming units of fibroblast proliferation of cells from mice of the three genotypes. **e** Senescence-associated β-galactosidase (SAβG) activity of passage 2 colony-forming units of fibroblasts. Data bars are expressed as mean ± SD (*n* = 3/group). Significant differences indicated by *p* < 0.05, by one-way ANOVA followed by Tukey’s post hoc test.

We have also examined the osteoclastogenic activity of non-adherent bone marrow hematopoietic cells. Osteoclast differentiation were apparently not different from hematopoietic cells isolated from the three Nox4 genotypes (Fig. 3a, b). In the ex vivo cultures in the presence of RANKL, multi-nuclear TRAPase-positive osteoclast number per well showed no differences among groups (Fig. 3c). Expression of two osteoclast differentiation associated genes, NFATc1 and NFκB, in cells derived from non-adherent bone marrow hematopoietic cells were not significantly different among groups (Fig. 3d, e). It is known that β-Catenin expression is sensitive to the changes of ROS production. Its mRNA expression was significantly lower in osteoclastic cultures from CKO and *Nox4*^*-/-*^ mice compared with cells from *Nox4*^*fl/fl*^ mice (Fig. 3f).

**Fig. 3:**
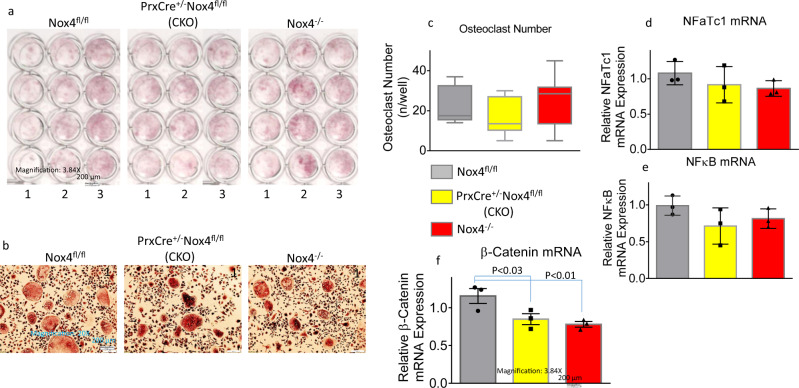
Nox4 gene deletion has minimal effects on osteoclastogenesis. **a** Non-adherent bone marrow cells were cultured in the presence of 30 ng/ml RANKL for 6 days. Pictures are showing TRAPase staining of cells from *Nox4*^*fl/fl*^ control, *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^ CKO and *Nox4*^*-/-*^ mice with four wells of 96-well plat for cells isolated from each mouse, numbers on bottom of each well are experimental animal numbers. **b** A typical area of TRAPase pink stained multi-nuclear osteoclasts from non-adherent bone marrow cells from each of the three genotypes. **c** TRAPase-positive multi-nuclear osteoclasts were counted from each well (four wells per mouse cells) of cultures from each Nox4 genotype. **d**–**f** Real-time PCR shows relative mRNA expression of NFaTc1, NFκB, and β-Catenin in total RNA isolated from cultures of non-adherent bone marrow cells from *Nox4*^*fl/fl*^ control, *PrxCre*^*+*^*Nox4*^*fl/fl*^ CKO, and *Nox4*^*-/-*^ mice, three mice per group. Significant differences indicated by *p* < 0.05, by one-way ANOVA followed by Tukey’s post hoc test.

We continued growing the bone marrow stromal cell cultures from Nox4 CKO, *Nox4*^*-/-*^ and *Nox4*^*fl/fl*^ control mice, and passaged them when they got confluent every 7 to 8 days in 6-well plates. On passage 3, cells from CKO and *Nox4*^*-/-*^ mice still showed lower self-renewal capacity (Fig. 4a), and cell proliferations were significantly lower compared with those cells from *Nox4*^*fl/fl*^ control mice (Fig. 4b). ROS generation in the cell cultures derived from CKO and *Nox4*^*-/-*^ mice were also significantly lower as compared to cell cultures derived from *Nox4*^*fl/fl*^ control mice (Fig. 4c). However, at passage 10, self-renewal capacity of cells from CKO and *Nox4*^*-/-*^ mice showed no differences compared with those cells from *Nox4*^*fl/fl*^ control mice (Fig. 4d), and cell proliferations showed no significant differences between genotypes either (Fig. 4e). ROS generation of these passage 10 cells from CKO and *Nox4*^*-/-*^ caught up to that of control cells from *Nox4*^*fl/fl*^ mice (Fig. 4e).

**Fig. 4:**
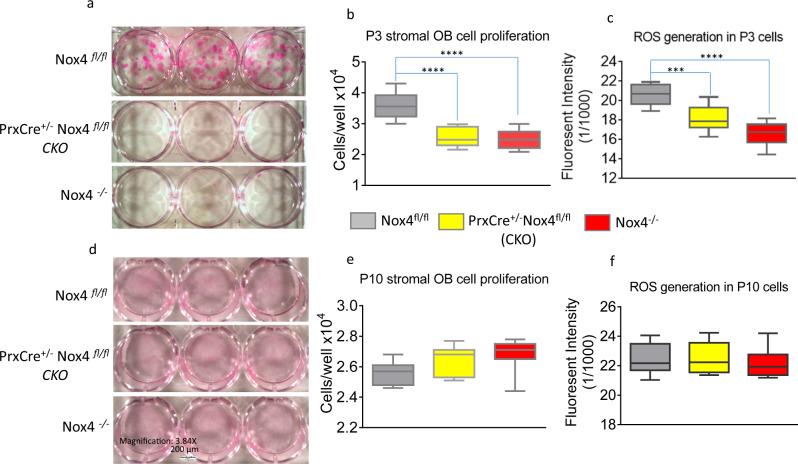
Cell proliferation and ROS generation of bone marrow stromal cells from Nox4-depleted mice catch up to cells from control mice after 10 passages. **a** Representative pictures of hematoxylin blue stained cell culture wells of triplicates of passage 3 cells from *Nox4*^*fl/fl*^ control, *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^ CKO, and *Nox4*^*-/-*^ mice. **b** Cell proliferation of cells from culture wells of triplicates of passage 3 cells from mice of the three genotypes. **c** ROS generation from cells of cultured wells of triplicates of passage 3 cells from mice of the three genotypes. **d** Representative pictures of hematoxylin blue stained cell culture wells of triplicates of passage 10 cells of the three Nox4 genotypes. **e** Cell proliferation of cells from culture wells of triplicates of passage 10 cells. **f** ROS generation from cells of cultured wells of triplicates of passage 10 cells. Significant differences indicated by ***p < 0.001; ****p < 0.0001, by one-way ANOVA followed by Tukey’s post hoc test.

### Nox4-deficient animals have less trabecular bone at 3 weeks of age, but not at 32 weeks of age

Bone microarchitecture was evaluated by micro-CT in 3-week-old Nox4 CKO, *Nox4*^*-/-*^, and *Nox4*^*fl/fl*^ control mice. Representative scans of distal femur of 3-week-old male and female mice are shown in Fig. 5a, b, k, l, and subsequent bone histology are shown in Fig. 5c, m for H&E staining and in Fig. 5d, n for TRAPase staining, respectively. TRAPase staining for osteoclasts showed no obvious differences between the genotypes. Among parameters that were analyzed on trabecular bone, we present percentage of trabecular bone volume BV/TV (bone volume/total tissue volume) (Fig. 5e, o), trabecular number (Tb.N) (Fig. 5f, p), BS/TV (bone surface/total tissue volume) (Fig. 5g, q), trabecular thickness (Tb.Th) (Fig. 5h, r), trabecular separation (Tb.Sp) (Fig. 5i, s) and bone mineral density (BMD) (Fig. 5j, t) from male and female mice, respectively. There was a striking reduction in the amount of trabecular bone in the two Nox4-deficient genotypes. Relative bone volume and trabecular numbers were significantly lower in Nox4 CKO and *Nox4*^*-/-*^ mice than in *Nox4*^*fl/fl*^ mice in both sexes. There was slightly reduced BS/TV in the Nox4-deficient mice reaching statistical significance between *Nox4*^*-/-*^ and *Nox4*^*fl/fl*^ genotypes in males, and between CKO and *Nox4*^*fl/fl*^ genotypes in females. BMD also showed reduced levels in Nox4-deficient mice with statistical significance between CKO and *Nox4*^*fl/fl*^ genotypes in males, and between *Nox4*^*-/-*^ and *Nox4*^*fl/fl*^ genotypes in females. Finally, trabecular separation was significantly increased in CKO mice relative to control mice in both sexes. Since the reduction in trabecular bone occurs in the CKO genotype, we conclude that it is Nox4 in cells of the chondro/osteoblastic lineage that is responsible for this phenotype.

**Fig. 5:**
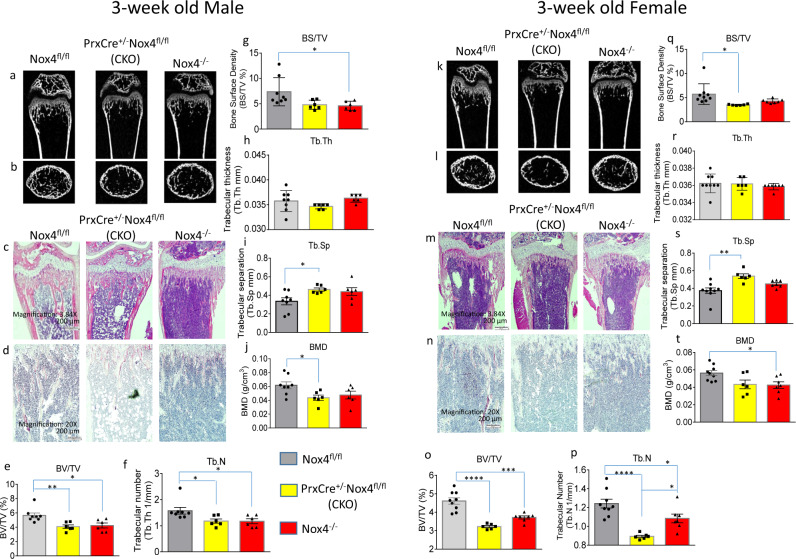
Micro-CT bone phenotype of femurs of 3-week-old *Nox4*^*fl/fl*^ control, *PrxCre*^*+/-*^*Nox4*^*fl/fl*^ CKO, and *Nox4*^*-/-*^ mice. **a**, **b** Representative micro-CT images of sagittal and transverse views of the distal femur from one sample from each group of male mice; upper panel shows sagittal view and lower panel shows transverse view. White lines and dots indicates trabecular or cortical bone tissues. **c**, **d** H&E and TRAPase histological stainings of the distal femur from one sample from each group of male mice. **e**–**j** Micro-CT measures of six parameters from trabecular femoral bone from male mice. BV/TV, bone volume/total tissue volume; BV, bone volume; BS, bone surface; BS/TV, bone surface density; Tb.N, trabecular number; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation; BMD, connective tissue bone mineral density. **k**, **l** Representative micro-CT images of sagittal and transverse views of the distal femur from one sample from each group of female mice. **m**, **n** H&E and TRAPase histological stainings of the distal femur from one sample from each group of female mice. **o**–**t** Micro-CT measures of six parameters from trabecular femoral bone from female mice. Data are expressed as mean ± SD, analyzed by one-way ANOVA, additionally, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by Tukey’s multiple comparison. There were 6–9 mice per group.

We have performed a similar micro-CT analysis of femurs isolated from 32-week-old mice. Representative scans of femurs are shown in Fig. 6a, b for males and Fig. 6k, i for females. Bone histology are shown in Fig. 6c for H&E staining and in Fig. 6d for TRAPase staining in males and in Fig. 6m for H&E staining and in Fig. 6n for TRAPase staining in females. Trabecular bone parameters are depicted in Fig. 6e–j in male and Fig. 6o–t in female. At this age, there was no diminished trabecular bone in Nox4-deficient animals compared to control mice. There was slightly higher trabecular thickness in female *Nox4*^*-/-*^ mice compared to *Nox4*^*fl/fl*^ mice. In males, BV/TV, BS/TV and Tb.N parameters were significantly higher in Nox4 CKO mice than in both *Nox4*^*fl/fl*^ and *Nox4*^*-/-*^ mice. In retrospect, this phenomenon of increased trabecular bone in only the male CKO mice can also be observed in micro-CT of tibias from the same animals (35). To determine if this is a reproducible observation, we performed micro-CT of tibias from a new, independent set of 32-week-old animals (Supplemental Table 1). For this data set, BV/TV and BS/TV parameters are still higher in CKO than in *Nox4*^*fl/fl*^ males, but there are no significant differences between the two Nox4-depletion genotypes. Trabecular numbers are not significantly different between genotypes, but trabecular thickness is significantly higher in both *Nox4*^*-/-*^ and CKO males compared to *Nox4*^*fl/fl*^ males. In total, Nox4 deficiency in cells of the chondro/osteoblastic lineage in 32-week-old males, but not females, is associated with increased trabecular bone in femurs and tibias. The Nox4 genotypes had no major effects on femoral cortical parameters at either age (Supplemental Tables 2 and 3). Immunostainings on 3-week-old and 32-week-old male and female femur histological sections for Prx1, Nox4 and Cathepsin k for osteoblastic and osteoclastic cells are shown in Supplemental Figs. 1 and  2.

**Fig. 6:**
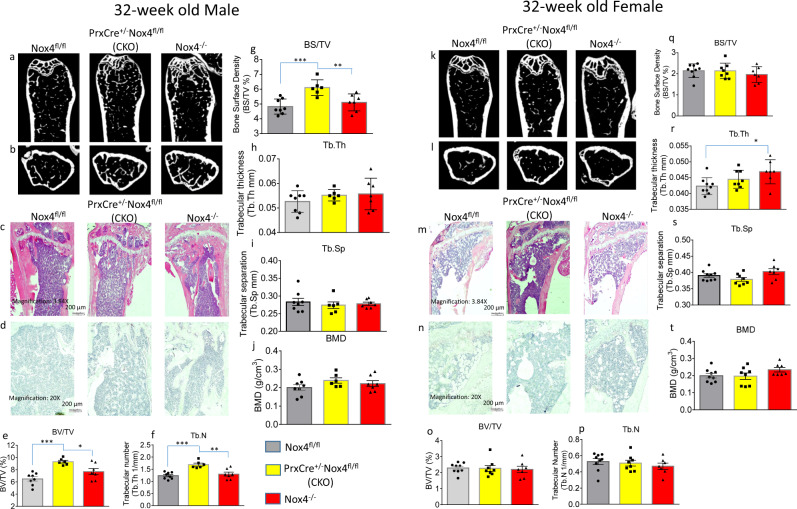
Micro-CT bone phenotype of femurs of 32-week-old *Nox4*^*fl/fl*^ control, and *PrxCre*^*+/-*^*Nox4*^*fl/fl*^ CKO and *Nox4*^*-/-*^ mice. **a**, **b** Representative micro-CT images of sagittal and transverse views of the distal femur from one sample from each group of male mice; upper panel shows sagittal view and lower panel shows transverse view. White lines and dots indicates trabecular or cortical bone tissues. **c**, **d** H&E and TRAPase histological stainings of the distal femur from one sample from each group of male mice. **e**–**j** Micro-CT measures of six parameters from trabecular femoral bone from 32-week-old male mice. BV/TV, bone volume/total tissue volume; BV, bone volume; BS, bone surface; BS/TV, bone surface density; Tb.N, trabecular number; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation; BMD, connective tissue bone mineral density. **k**, **l** Representative micro-CT images of the distal femur from one sample from each group of female mice. **m**, **n** H&E and TRAPase histological stainings of the distal femur from one sample from each group of female mice. **o**–**t** Micro-CT measures of six parameters from trabecular femoral bone from 32-week-old female mice. Parameter BV/TV, BS/TV, Tb.N, Tb.Th, Tb.Sp, and BMD were presented. Data are expressed as mean ± SD, analyzed by one-way ANOVA, additionally, *p < 0.05, **p < 0.01, ***p < 0.001, by Tukey’s multiple comparison. There were 6–9 mice per group.

### Normal trabecular bone levels are reached at 6 weeks of age in Nox4-deficient mice

To determine how long depressed trabecular bone persists in Nox4-deficient mice, we performed micro-CT on femurs and analyzed samples from two additional ages: 6 weeks and 13 weeks. We did not observe significant differences in body weight and femoral length between the three Nox4 genotypes at any time point in either sex (Fig. 7a, b). Already at 6 weeks of age there were no longer significantly lower levels of trabecular bone as determined by parameters BV/TV and Tb.N (Fig. 7c, d). Enhanced levels of trabecular bone in male CKO or *Nox4*^*-/-*^ mice as compared to *Nox4*^*fl/fl*^ mice were not observed at 6 and 13 weeks of age (Fig. 7c). It can also be noticed that levels of trabecular bone at 32 weeks of age are decreasing relative to earlier time points. For both sexes, we did not observe significant differences of the presented femoral cortical parameters at any age (Fig. 7c, d). These data clearly indicate that Nox4 gene deletion, either osteoblastic cell-specific or systemically, affects trabecular bone development. We have presented complete sets of femoral micro-CT trabecular and cortical data of 6-week-old and 13-week-old mice of the three Nox4 genotypes in Supplemental Tables 4–7.

**Fig. 7:**
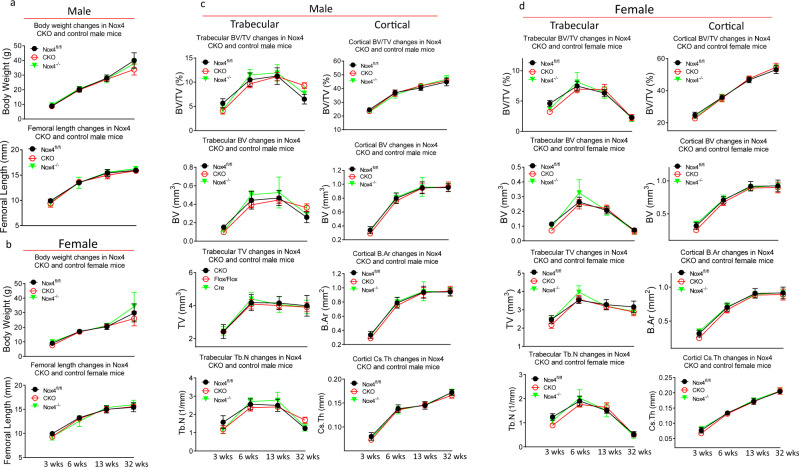
Time courses of body weight, femoral length, and femoral bone architecture. Parameters were determined in *Nox4*^*fl/fl*^, *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^ (CKO) and *Nox4*^*-/-*^ mice at 3, 6, 13, and 32 weeks (wks) of age (**a**) Body weight and femoral length for male mice. **b** Body weight and femoral length for female mice. **c** Trabecular parameters BV/TV, BV, TV and Tb.N, and cortical parameters BV/TV, BV, B Ar (bone area), and Cs Th (cortical thickness) in male mice. **d** Trabecular parameters BV/TV, BV, TV and Tb.N, and cortical parameters BV/TV, BV, B Ar (bone area), and Cs Th (cortical thickness) in female. Means +/– SD are presented for 6–9 mice per group.

### The transcriptome of the bone marrow is strongly affected by age, but not the Nox4 genotype

Since the bone marrow is a source of mesenchymal stem cells including osteoblastic precursors as well as precursors of osteoclasts, we performed RNA sequencing of femoral marrow RNA from 3- and 32-week-old mice. 

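The marrow data were 36 libraries, 3 for each of the 12 combinations of the 3 genotypes, both sexes and both ages, and each library was made from RNA pooled from 2 to 4 mice. The authors removed contaminating reads, aligned the others to the mouse genome build mm10, counted them on RefSeq transcripts, and deposited the raw count of each gene together with TMM-normalized values on the log2 scale. Of the 24623 features, 26 were named by a number only; they held 0.22% of the counts and were left out. At 3 weeks the control libraries held 32316236 to 46117279 counts on named genes (median 42579735, n = 6) and the CKO libraries 32797988 to 49959972 (median 47005243, n = 6). At 32 weeks the control libraries held 14417643 to 25295855 (median 17041975, n = 6) and the CKO libraries 11193750 to 17371720 (median 14584687, n = 6). The Nox4-/- libraries were more uneven, with 405512 to 163611881 counts at 3 weeks (median 39419313, n = 6) and 12807561 to 46569282 at 32 weeks (median 21971203.5, n = 6). Both extremes were libraries of Nox4-/- males of 3 weeks. The library with 405512 counts carried the genotype label 0/1 where the paper describes 3 Nox4-/- samples; it was kept in that group, and 3 counts in it correspond to 7.4 CPM, the counts scaled to library size. Differences were tested on the raw counts with edgeR's quasi-likelihood test in 1 model of the 12 groups, with TMM normalization and Benjamini-Hochberg adjustment, over the 15337 genes that passed edgeR's filter on low counts. Genes with an adjusted p-value under 0.05 are called different below, and levels are CPM on TMM-scaled library sizes. CKO and control libraries of the same age shared 0 sequencer sample numbers, which libraries of a single run would do as well, so the numbers do not show whether they were processed as separate batches. CKO and Nox4-/- libraries of 32 weeks both carried the numbers 7 to 12, and those of 3 weeks also shared numbers. They can therefore not all be of a single run, and CKO against Nox4-/- may include differences between runs. Numbers were also shared across ages, with 7 to 12 carried by control libraries of 3 weeks and CKO libraries of 32 weeks. The comparison of the ages may thus include differences between runs as well.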

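Between 3 and 32 weeks, 12732 of the 15337 tested genes differed in edgeR's quasi-likelihood test, 6282 higher and 6450 lower at 32 weeks. Of these, 2514 changed by at least 1 on the log2 scale, 1955 of them upward and 559 downward. Requiring at least 10 counts in every library moved the first number most, to 5607 genes, because fewer genes were then tested. With library size only in place of TMM, 7291 genes were higher and 5114 lower at 32 weeks. With each library's trend with gene length and GC content removed, chosen after the data were seen, 5404 were higher and 7250 lower. Which direction held more genes thus depended on the processing. Jchain, on chromosome 5 from 88519809 to 88527897, had the largest rise among genes whose 18 libraries of each age did not overlap. Its level was 6.65 ± 2.58 CPM (SD, n = 18) at 3 weeks and 454 ± 92.1 CPM (SD, n = 18) at 32 weeks, a log2 fold change of 6.09 (standard error 0.119, adjusted p = 4.7e-28). Atp6v0d2, Wfdc17, H2-Q7 and Ecm1 followed, with log2 fold changes of 2.95, 2.77, 2.64 and 2.52. The largest falls by the same rule were those of BC100530, Syt14, Stfa1, Plek2 and Bglap2, at -4.25, -3.69, -2.81, -2.72 and -2.14. H2-Q7, BC100530, Stfa1 and Bglap2 have near-identical relatives between which reads can be split, so their values are uncertain.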

There was a very strong effect of the age on gene expression in the bone marrow (Supplementary Results). The sex had a much smaller effect and affected mostly the older mice. 

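At 3 weeks, 96 genes differed between males and females, 59 higher and 37 lower in males. At 32 weeks the number was 1642, with 1005 higher and 637 lower. The difference between the ages was tested directly, and the sex effect changed with age for 533 genes, 325 upward and 208 downward. The count at 3 weeks depended on single libraries: it was 18 without Nox4-/- male 3 weeks replicate 3, the deepest library, and 460 without replicate 1 of the same group. The count of genes whose sex effect changed with age was 250 without that replicate 3 and 924 without CKO male 32 weeks replicate 2. Without the libraries of lowest and highest depth, chosen after the data were seen, 94 were upward and 121 downward. The excess of upward changes therefore did not hold without these libraries. The genes of the sex chromosomes separated the libraries by their labels. Xist counts were 8599 to 40673 in the 18 female libraries and 0 to 908 in the 18 male libraries, where the 908 belonged to control male 32 weeks replicate 3 and the next highest male library had 110. Aldh1a2, on chromosome 9 from 71215789 to 71296243, was lower in males at both ages, with log2 fold changes of -1.57 (standard error 0.131, adjusted p = 6e-10) at 3 weeks and -4.05 (standard error 0.131, adjusted p = 1.13e-21) at 32 weeks by edgeR's quasi-likelihood test. Its change of effect with age was -2.48 (adjusted p = 5.44e-10). Serpina3n and Fmod moved the other way, with log2 fold changes of 3.93 and 3.09 at 32 weeks and 0.51 and 0.03 at 3 weeks, where neither was called. The value of Fmod at 3 weeks was -0.11 without Nox4-/- male 3 weeks replicate 1. That of Serpina3n at 3 weeks ran from 0.17 to 0.83 with each library left out in turn.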

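Nox4, on chromosome 7 from 87244430 to 87398710, had 24 counts in all 36 libraries and did not pass the filter on low counts. The 12 Nox4-/- libraries had 0 of 483838620 counts, which allows up to 0.0062 CPM; this limit covers counting error only. The 12 CKO libraries had 8 counts, in 5 libraries, and the 12 control libraries had 16 counts, in 7 libraries, of which 15 were at 3 weeks. The mean level was 0.0361 ± 0.0444 CPM (SD, n = 12) in the controls and 0.0203 ± 0.0285 CPM (SD, n = 12) in the CKO. A two-sided permutation test separated Nox4-/- from control (p = 0.00478, adjusted p = 0.0143 over 3 comparisons), but not CKO from control (p = 0.324, adjusted p = 0.324) or, after adjustment, CKO from Nox4-/- (p = 0.0367, adjusted p = 0.0551). In the library labelled 0/1 a level like that of the controls was not detectable at this depth.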

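In edgeR's quasi-likelihood test over both ages, 4 genes differed between Nox4-/- and control (0 without Nox4-/- male 3 weeks replicate 1, 7 without control male 3 weeks replicate 1) and 1090 between CKO and control, 714 higher and 376 lower, of which 4 changed by at least 1 on the log2 scale. With library size only in place of TMM, 1087 genes differed between CKO and control, 182 higher and 905 lower. The 1090 rested on few libraries, since 68 genes were called without CKO male 3 weeks replicate 3 and 1907 without control female 3 weeks replicate 3. Removing each library's trend with gene length and GC content, an alternative chosen after the data were seen, left 5 genes. At 3 weeks alone, 4048 genes differed between CKO and control, 2218 higher and 1830 lower, with a median absolute log2 fold change of 0.26 and 63 genes at 1 or more. With library size only the split was 981 higher and 3434 lower, and without control female 3 weeks replicate 1 the number was 2318. At 32 weeks 1 gene differed between CKO and control, with 532 genes at an unadjusted p under 0.05. For Nox4-/- against control the numbers were 11 at 3 weeks, 2 higher and 9 lower, and 1 at 32 weeks, namely Xist. They too depended on single libraries, with 2 genes at 3 weeks without control female 3 weeks replicate 2 and 28 without control male 3 weeks replicate 3, and 31 genes at 32 weeks without Nox4-/- female 32 weeks replicate 1. The call of Xist rested on control male 32 weeks replicate 3 among others: the number at 32 weeks was 0 without that library, whose Xist counts exceeded those of the other males, and 0 in 27 of the 36 fits that each left out 1 library, while 937 genes had an unadjusted p under 0.05 with all libraries.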

Nox4 expression was very low in the bone marrow, and the Nox4 genotype had small effects on the transcriptome. 

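Cyp2s1, on chromosome 7 from 25802469 to 25816525, had 209 to 470 counts in the 12 CKO libraries, 1 to 24 in the 12 control libraries and 0 to 26 in the 12 Nox4-/- libraries. Its level was 14.6 ± 7.11 CPM (SD, n = 12) in the CKO, 0.261 ± 0.333 CPM (SD, n = 12) in the controls and 0.202 ± 0.160 CPM (SD, n = 12) in Nox4-/-. The log2 fold change of CKO against control was 5.84 (standard error 0.187, adjusted p = 4.82e-21 from edgeR's quasi-likelihood test). It was 5.48 (standard error 0.254) at 3 weeks and 6.19 (standard error 0.275) at 32 weeks, and the difference between the ages was 0.71 (adjusted p = 0.419). Without control male 32 weeks replicate 3, which held 24 counts, the effect at 32 weeks was 7.13 and the difference between the ages 1.66 (adjusted p = 0.0555); with limma on the authors' deposited log2 values that difference passed the threshold, and over the alternatives that gave an adjusted p, which DESeq2 did not, it ran from 0.0287 to 0.502. With each library left out in turn the log2 fold change over both ages stayed between 5.72 and 6.31, the highest without that same library. For both ages limma gave 3.53 on those values, to which 1 was added before the logarithm. The other CKO-against-control genes named by the rule for genes changed far less over both ages: Atp5k by 0.30, Erf by 0.27, Itpr2 by -0.21, 4930426D05Rik by -0.69 and Gm12018 by -0.24.

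**Figure D1:**
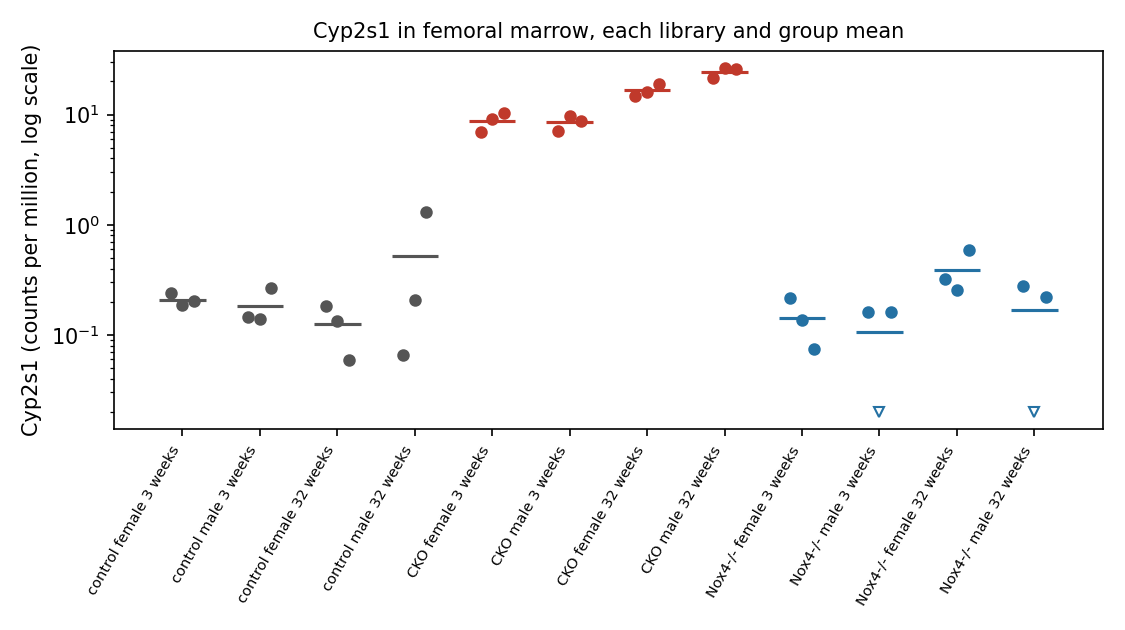
Level of Cyp2s1 in each of the 36 marrow libraries, in CPM on a logarithmic axis, by genotype, sex and age. Points are libraries, short lines are group means, and open triangles mark libraries with 0 counts; the CKO libraries lie at 6.90 CPM or higher, above all control and Nox4-/- libraries.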

The only gene strongly affected by the genotype was *Cyp2s1* whose expression was upregulated in the CKO mice. However, that is a likely consequence of the PrxCre construct rather than knockout of Nox4 expression^23,24^.

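In Nox4-/-, which lacks the PrxCre construct, Cyp2s1 did not differ from control, with a log2 fold change of -0.24 (standard error 0.347, adjusted p = 1 from edgeR's quasi-likelihood test) that was 0.23 (standard error 0.302, adjusted p = 1) without control male 32 weeks replicate 3, and CKO exceeded Nox4-/- by 6.07 (standard error 0.193, adjusted p = 3.36e-21). Of the 78 tested genes within 2 Mb of Cyp2s1, 25.6% had an unadjusted p under 0.05 for CKO against control, against 25.9% of the other genes (Fisher's exact test, two-sided p = 1). At 32 weeks alone, compared after the data were seen, the shares were 7.69% and 3.44% (exact p = 0.0529), and at 3 weeks 30.8% and 38.5% (exact p = 0.199). In Nox4-/- against control the genes that differed were Trim12a, Trim5, Trim30d and Loxl2, all higher, and none of them differed without Nox4-/- male 3 weeks replicate 1. The 3 Trim genes were called in each of the other fits that left out 1 library, whereas Loxl2 was not called in 24 of the 36. Trim12a was also called in all 9 alternatives it was run through. Trim5 and Trim30d each lost their call in 2 of 9, and Loxl2 in 6 of 10. Trim12a, on chromosome 7 from 104299893 to 104315558, was at least 34.0-fold above the 3-count limit of the controls on average, and was high in 8 of the 12 Nox4-/- libraries. Trim5 and Trim30d had log2 fold changes of 1.65 (adjusted p = 0.00912) and 1.89 (adjusted p = 0.00912). These 3 genes belong to a family with similar sequences, so reads can be split between them. The paper proposes that the rise of Cyp2s1 in the CKO is a consequence of the PrxCre construct, for which it cites earlier work, and not of the loss of Nox4.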

### Altered bone turnover caused by Nox4 depletion

We finally evaluated systemic bone formation and resorption conditions in mice at 3 weeks and 32 weeks of age by measuring levels of serum bone remodeling markers. We analyzed bone-specific alkaline phosphatase (ALP) and procollagen type 1 N-terminal propeptide (P1NP) as bone formation markers, and carboxy-terminal crosslinked telopeptide of type 1 collagen (CTX1) and Cathepsin K as bone resorption markers. At 3 weeks of age, levels of both ALP and P1NP were significantly lower in Nox4 CKO and *Nox4*^*-/-*^ mice compared with Nox4^fl/fl^ control mice for both sexes (Fig. 8a,c). Lower mean levels of the bone formation markers for the *Nox4*^*-/-*^ than for Nox4 CKO genotype could indicate a total lower bone formation when Nox4 is knocked out in the whole skeleton as compared to the partial depletion in the CKO genotype (Nox4 is only depleted in parts of the skeleton of CKO mice such as the long bones). For the resorption markers, CTX-1 levels were elevated in the Nox4-deficient mice in 3 weeks old males, but not females (Fig. 8e), while Cathepsin K concentrations did not differ significantly between the genotypes (Fig. 8g). At 32 weeks of age, the only significant difference in bone formation markers among genotypes is a higher level of P1NP in the Nox4-deficient males compared to control males (Fig. 8b, d). Bone resorption markers present a mixed scenario with decreased concentrations of CTX1 in *Nox4*^*-/-*^ mice than in controls and increased amounts of Cathepsin K in Nox4 CKO females compared to controls (Fig. 8f, h). The changes of bone resorption markers are difficult to interpret. They are not be likely to be a direct consequence of Nox4 depletion in osteoclasts but rather sequelae of changes of osteoblastic bone formation. We conclude that Nox4 depletion leads to reduced bone formation in 3-week-old mice, but elevated collagen type 1 synthesis in 32-week-old male mice.

**Fig. 8:**
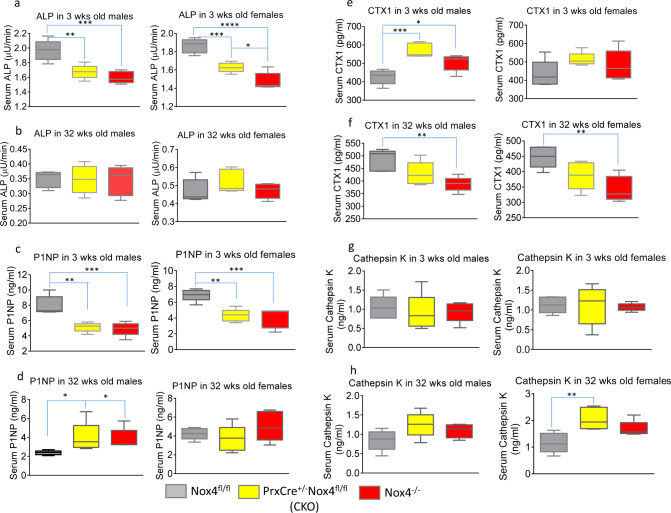
Bone remodeling markers in 3-week and 32-week-old *Nox4*^*fl/fl*^ control, *PrxCre*^*+/-*^*Nox4*^*fl/fl*^ CKO, and *Nox4*^*-/-*^ mice. Bone remodeling markers in serum were determined. **a** Serum ALP (bone-specific alkaline phosphatase) levels in 3 weeks (wks) old mice. **b** Serum ALP levels in 32 wks old mice. **c** Serum P1NP levels in 3 wks old mice. **d** Serum P1NP levels in 32 wks old mice. **e** Serum CTX1 levels in 3 wks old mice. **f** Serum CTX1 levels in 32 wks old mice. **g** Serum Cathepsin K levels in 3 wks old mice. **h** Serum Cathepsin K levels in 32 wks old mice. Data are expressed as mean ± SD, analyzed by one-way ANOVA, additionally, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by Tukey’s multiple comparison.

## Discussion

In the present study, we investigated the role of Nox4 during early osteoblast differentiation and proliferation and in bone development from early life before weaning to the 32-week-old adult using global Nox4 knockout and pre-osteoblast-specific Nox4 gene deletion mouse models. Nox4 is robustly expressed in osteoblastic cells^18^, but there is very little known about the role of Nox4 during osteoblast differentiation and maturation^25^. During osteoblastic differentiation of ST2 cells, Nox4 gene expression and ROS production were elevated during early bone cell differentiation while Nox1 and Nox2 expression rapidly declined to barely detectable levels. This indicates that Nox4 and its associated ROS signaling could be required for early osteoblast differentiation. This would be consistent with the requirements of Nox and ROS for development of other tissue types^26^. Indeed, stromal osteoblastic cells taken from either Nox4^-/-^ or Nox4 pre-osteoblast CKO mice showed significantly lower potential for differentiation and proliferation/stem cell self-renewal. Furthermore, ROS production was significantly lower during early passages in stromal cell replicative cultures. We have also previously reported that knockdown of Nox4 in calvarial cells by shRNA reduce differentiation^19^. Although SAβG activity was lower in osteoblastic cells without Nox4 gene expression, cell proliferation was also significantly lower indicating Nox4-associated lower level of SAβG activity does not play a role in regulation of proliferation during early osteoblast differentiation. However, after stromal cells were passaged up to eight times, differentiation and proliferation/stem cell self-renewal of those stromal cells taken from either Nox4^-/-^ or Nox4 pre-osteoblast CKO mice clearly caught up to control cells. These results suggest that Nox4 gene expression plays a role in promoting early osteoblast differentiation. Nox4 gene expression apparently is required for early life bone development (prior to weaning), but it seems to play less of a role in bone remodeling during adulthood as previously noted^20,23^.

We have previously shown that Nox2 activity and signaling in the bone, which occurs mainly in macrophages and osteoclasts was markedly reduced in p47^phox-/-^ mice, as indicated by decreased ROS generation in bone marrow cells. Osteoblastic cells from p47^phox-/-^ mice had little Nox2 expression and failed to respond the Nox2 activator PMA^19^. Our previous research indicated that p47^phox-/-^ mice represented systemic Nox2 gene knockout mouse model. We observed increased bone formation during development in early life of p47^phox-/-^ mice that was reversed in old p47^phox-/-^ mice (2 years old) compared to their respective wild type controls. We concluded that p47^phox^/Nox2 knockdown-mediated reduction of ROS generation appears only temporally beneficial for early bone development. Depletion of Nox4 had the opposite effect on bone formation in young mice: At 3 weeks of age, there is markedly reduced bone formation rates and reduced femoral trabecular bone. However, Nox4 gene expression is not required for young adult bone development, as trabecular bone is normal at 6 weeks of age. At 32 weeks of age, males might furthermore have enhanced trabecular bone and collagen synthesis when Nox4 is depleted. The age-related switch of bone mass in p47^phox-/-^ mice appears to occur through an increased inflammatory milieu in bone accompanied by accelerated senescent signaling pathway in osteoblasts and that p47^phox^/Nox2-dependent physiological ROS signaling suppresses inflammation in aging bone^19^. However, age-dependent changes of bone phenotype in *Nox4*^*-/-*^ and Nox4 pre-osteoblast CKO compared with their wild type control mice were apparently due to significant changes of bone remodeling status. Our previous data in aged p47^phox-/-^ mice were consistent with evidence that showed age-dependent increases in development of inflammatory arthritis in an entirely Nox2-deficient mouse model^11^, which might conflict with studies suggesting a critical involvement of ROS in age-associated bone loss and inflammation. Our current results in bone cells and bone development from *Nox4*^*-/-*^ and Nox4 pre-osteoblast CKO mice were consistent with the roles of Nox and ROS on cellular development in other tissues^27,28^.

ROS production or accumulation are commonly thought to be toxic byproducts of cellular function, but specific Nox-dependent ROS production is not recognized as a byproduct^29^. Evidence suggested that Nox-dependent ROS signaling plays an important role on cell cycle progression and proliferation^13,30^. This was consistent with our current data suggesting that Nox4 expression and ROS production declines during late stages of osteoblast differentiation, and these declines were accompanied by significant decreases of Col1a1 and osteocalcin expression. Nox4 expression was abundant and Nox2 was also expressed in mature osteoblasts but there was very low expression of Nox1 and no expression of Nox3 were observed in these cells^18^. Global Nox4 knockout animals were previously noted to have increased femoral trabecular bone without changes in bone formation rates^26^. As our results demonstrate, the bone phenotype is crucially dependent on the age and to a lesser extent the sex of the mice. A role for Nox4 in early bone development is consistent with findings in other tissues demonstrating that Nox4 was required for cardiomyocyte and adipocyte differentiation in vitro via redox activation^31^. Our data also supported the notion that Nox4-associated ROS-dependent signaling pathways are importantly playing a role on osteoblast differentiation^25^.

The bone marrow is a source of both mesenchymal stem cells and hemopoietic precursors of osteoclasts. 

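Of the variance of log2 CPM over the tested genes, 43.3% went with age, 5.13% with sex and 3.86% with genotype, while 35.7% was left between libraries of the same group. With the library labelled 0/1 replaced by the mean of its group, an alternative chosen after the data were seen, age took 58.6%. The genotype's share had a median of 3.03% when genotypes were permuted within sex and age, and 1 of 100 permutations reached the observed share. The first principal component held 48.5% of the variance and had the 18 libraries of 3 weeks on one side and the 18 of 32 weeks on the other. The library labelled 0/1 lay far beyond the others of its age on it, and apart from all others on the second component, with 24.0%. By camera with a preset correlation of 0.01, marker lists of neutrophils (median log2 fold change 1.38, adjusted p = 5.3e-06) and megakaryocytes (2.14, adjusted p = 3.21e-05) were higher at 32 weeks. Those of erythroid cells (-1.16, adjusted p = 4.46e-05), B-cell precursors (-1.15, adjusted p = 0.000263) and proliferation (-0.85, adjusted p = 1.58e-06) were lower. All 5 lists also passed under fry, and none of the 17 lists passed with the correlation estimated from the data. In total 9 lists passed for age by camera and 13 under fry. Those passing both also included plasma cells, T and NK cells, and monocytes and macrophages, all higher at 32 weeks. Skeletal muscle passed both as well and was lower, with a median log2 fold change of -2.60.

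**Figure D2:**
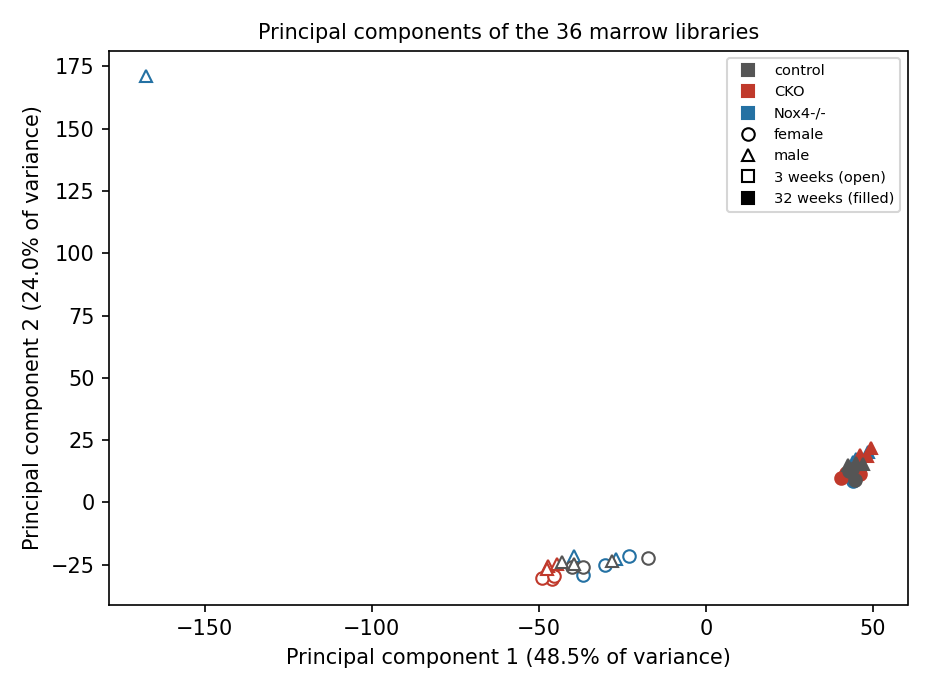
Principal components 1 and 2 of log2 CPM for the 36 libraries, with the percent of variance of each component on its axis. Each symbol is a library, coloured by genotype, shaped by sex and filled at 32 weeks; the library at the upper left is the one labelled 0/1.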

We observed that the whole bone marrow transcriptome at 3 weeks of age was markedly different from the transcriptome at 32 weeks of age. Despite Nox4 expression being critical for trabecular bone formation at 3 weeks of age, we could not detect clear effects of the Nox4 genotype on genes important for bone turnover in the marrow compartment. That may be a consequence of Nox4-expressing mesenchymal stem cells being vastly outnumbered by cells of the hemopoietic lineage without Nox4 expression. 

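Of a list of 28 bone turnover genes, 26 were tested. Over both ages, 0 differed between CKO and control and 0 between Nox4-/- and control, with 6 and 0 genes at an unadjusted p under 0.05. At 3 weeks, 9 were lower in the CKO than in control, both over all genes and adjusted over the list alone, while 26.4% of all tested genes were called in the same comparison. The largest falls were those of Ibsp, with a log2 fold change of -0.61 (standard error 0.155, adjusted p = 0.00469 from edgeR's quasi-likelihood test), and Alpl, at -0.55 (standard error 0.151, adjusted p = 0.00817). Csf1, Nfatc1, Tnfrsf11a, Runx2, Mmp9, Csf1r and Nfkb1 fell by 0.45, 0.36, 0.33, 0.32, 0.31, 0.26 and 0.15 on the log2 scale. Without control female 3 weeks replicate 1, 4 genes of the list were called, 5 without CKO female 3 weeks replicate 2 and 5 without control male 3 weeks replicate 1, and 4 were called after each library's trend with gene length and GC content was removed. These counts run over all comparisons of CKO or Nox4-/- with control, so they need not all be of CKO at 3 weeks. At 3 weeks 0 genes of the list differed in Nox4-/-, with 1 at an unadjusted p under 0.05. At 32 weeks 0 differed in the CKO, with 8 at an unadjusted p under 0.05, all 8 higher than in control. By camera the list was lower in the CKO at 3 weeks (median log2 fold change -0.23, adjusted p = 0.00371; fry, adjusted p = 0.0773) and higher at 32 weeks (0.21, adjusted p = 7.39e-07; fry, adjusted p = 0.155); the difference between the ages was not tested for the list. In Nox4-/- at 32 weeks 0 differed over all genes, with 8 at an unadjusted p under 0.05, and 5 were higher when adjusted over the list alone, namely Acp5, Calcr, Ctsk, Dmp1 and Spp1; by camera the list was higher there too (0.20, adjusted p = 1.26e-06; fry, adjusted p = 0.0773).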

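Prrx1, whose promoter drives the Cre recombinase of the CKO, was detected in all 36 libraries at 6.19 ± 1.42 CPM (SD, n = 36). Cybb and Ncf1, which encode subunits of the Nox2 complex of hemopoietic cells, reached 637 ± 261 CPM (SD, n = 36) and 439 ± 172 CPM (SD, n = 36). Nox1 had 172 counts over all libraries. Nox3 had 0.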

Further research could be directed at the role of Nox4 specifically in the mesenchymal stem cells early in life.

Early life bone development and skeletal remodeling during adults are two different processes. The current understanding on bone development throughout life is that increases in bone formation relative to bone resorption in rapidly growing rodents results in bone accrual. The function of osteoclast bone resorption is mainly to keep bone in fine shape during early development, although decreases in osteoclast bone resorption could result in increased bone mass with uncertain quality^32^. On the other hand, decreases in bone formation and osteoblast function in addition to increases in bone resorption with un-balanced bone remodeling are considered features of bone loss in adults^5^. Although osteocytes were suspected to be involved in bone remodeling^33,34^, active osteoblasts are still recognized as key resources to maintain appropriate bone formation rate in adults^4^. While Nox-associated ROS production, defective oxidative stress and tissue cell proliferation are very complex mechanisms^28^, increasing Nox-associated ROS production might not be harmful for somatic cell proliferation during adult life^27,35,36^.

The major conclusions from this work are that Nox4 expressed in the chondro-osteoblastic lineage promotes bone formation in young mice prior to weaning and that Nox4 promotes osteoblastic cell self-renewal. To dissect if Nox4 signaling itself or its associated ROS signaling determine bone cell differentiation and proliferation, it is important to consider different approaches to manipulation of Nox gene expression and types of ROS produced and to target these processes in young versus adult mice.

## Methods

### Materials and reagents

Commercially available materials and reagents are listed in Supplementary Table 8, and primer sequences used for real-time PCR are listed in Supplementary Table 9.

### Animals

Nox4-floxed mice of genotype *Nox4*^*fl/fl*^ and mice of genotype *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^ with conditional knockout (CKO) of Nox4 in the limb bud mesenchyme of long bones were described previously^23,26^. Nox4 whole-body knockout mice of genotype *Nox4*^*-/-*^ lacking exons 1 and 2 were previously generated (labeled *Nox4*^*0/0*^ in reference^23^). Mice were maintained on standard rodent chow until euthanasia by CO_2_ asphyxiation. Mice at 13 and 32 weeks of age, for which femoral data are presented in Figs. 6 and 7 were the same mice used for micro-computed tomography of tibia in reference^23^. The Institutional Animal Care and Use Committee of Louisiana State University Health Sciences Center approved all animal experiments in accordance with the Guide for the Care and Use of Laboratory Animals (U.S. National Institutes of Health).

### Cell cultures

Bone marrow stromal and non-adherent bone marrow hematopoietic cells were isolated from 18 to 31 weeks old female *PrxCre*^*+/-*^ *Nox4*^*fl/fl*^, *Nox4*^*-/-*^, and *Nox*^*fl/fl*^ mice; three mice per group for in ex vivo cultures. For osteoblast stem cell self-renewal, we cultured 2 × 10^5^ stromal cells/well in a six-well plate. When the cells became ~80% confluent after 6 days, they were passaged. This procedure was repeated 11 times for a total of 10 passages. Bone marrow-derived mouse stromal cell line ST2 cells were purchased from the Riken Cell Bank (Ibaraki, Japan)^37^. Murine macrophage cell line RAW264.7 cells (from American Type Culture Collection) and non-adherent bone marrow cells were cultured in 96-well plates (2 × 10^4^ cells/well) in the presence or absence of 30 ng/ml of RANKL, in α-MEM supplemented with 10% fetal bovine serum, penicillin (100 units/ml), streptomycin (100 µg/ml), and glutamine (4 mM). TRAPase pink staining for assessing osteoclastic cell differentiation and activity was performed based on a method published previously^38^.

### Measurement of ROS

Cell-based ROS/superoxide detection assay kit was purchased from Abcam (abcam.com), cat#ab139476. According to manufactory’s recommendation, this assay Kit was designed to directly monitor real-time global levels of total ROS production in live cells using a microplate reader at Ex/Em 490/525 nm. Detailed measurement procedure can be found from in the protocol provided by manufacturer.

### Cell proliferation assay

Non-Radioactive cell proliferation assay was performed following the protocol provided by manufacturer (Promega Corporation. Part#TB169). According to the manufacturer’s instruction, this assay measures absorbance at 490 nm, and there is a linear correlation (the correlation coefficient of the line is 0.997) between cell number and absorbance at 490 nm, absorbance was converted to cell number.

### Bone analyses

At sacrifice, femurs were removed and stored at −80 °C. Tibiae were fixed in 10% neutral buffered formalin. Micro-computed tomography (micro-CT) measurements of the trabecular and cortical compartments from the left femur were evaluated using SkyScan μCT scanner (SkyScan 1272, Bruker.com) at 8 μm pixel size with X-ray source power of 60 kV and 166 μA and integration time of 950 ms. The trabecular compartment included a 0.9 mm region extending distally 0.03 mm from the physis. The grayscale images were processed by using a filter (=Al, *σ* = 0.5, mm) to remove noise, and a fixed threshold of 125 was used to extract the mineralized bone from the soft tissue and marrow phase. Cancellous bone was separated from the cortical regions by semi-automatically drawn contours. A total of 120 slices starting from about 0.1 mm distal to growth plate, constituting 0.80 mm length, were evaluated for trabecular bone structure. Micro-CT parameters, including bone volume fraction (BV/TV, %), trabecular thickness (Tb.Th, mm), trabecular separation (Tb.Sp, mm), trabecular number (Tb.N, 1/mm) and bone mineral density (BMD) were analyzed based on description by Bouxsein et al.^39^, and by using software provided by SkyScan, Bruker. For cortical bone, the cortical compartment was a 0.6 mm region extending distally starting 5 mm proximal to the knee joint. Total cross-sectional area (CSA, mm^2^), medullary area (MA, mm^2^) and cortical thickness (Ct.Th, mm) were assessed^40–43^.

### Serum bone turnover markers measurement

Serum were collected at the time of animal sac and tissue harvest. The serum P1NP (Procollagen 1 N-terminal Propeptide) levels were measured by direct immunoassay P1NP assay Kit. The P1NP level measurement ELISA kit was purchased from Mybiosource.com (Catalog No: MBS2500076) and measurement procedure followed the manufacturer’s recommendations. The serum bone formation marker alkaline phosphatase (ALP) and the serum bone resorption marker C-terminal telopeptides of type I collagen (CTX1) RatLaps were measured by Rat-MID^TM^ ALP ELISA and RatLaps^TM^ ELISA, respectively, from Nordic Biosciences Diagnostic (Herlev, Denmark). Serum Cathepsin K levels were measured by an ELISA-based kit from MyBioScource (mybiosource.com), cat#MBS164601.

### Real-time reverse transcription–polymerase chain reaction (RT-PCR) analysis

RNA was extracted using TRI Reagent (MRC Inc., Cincinnati, OH) according to the manufacturer’s recommendation followed by DNase digestion and column cleanup using QIAGEN mini columns. RNA isolation from cultured cells: treated cells from 12-well plates were washed twice with PBS, 1000 µl TRI Reagent was added into each well. Cells were scraped into a 1.5-ml Eppendorf tube. RNA preparation was the standard TRI Reagent protocol. Reverse transcription was carried out using an iScript cDNA synthesis kit from Bio-Rad (Hercules, CA). Real-time RT-PCR was carried out using SYBR Green and an ABI 7500 Fast sequence detection system (Applied Biosystems, Foster City, CA).

### Senescence-associated β-galactosidase (SAβG) activity assay

SAβG activity assay was performed by β-galactosidase enzyme assay kit (Promega) measured the absorbance at 420 nm according to manufacturer’s instruction as we described previously^(19,20)^.

### RNA sequencing (RNA-Seq)

Bone marrow was released from femurs by centrifugation at 5700 × *g* for 30 s into RNAlater followed by TRI Reagent lysis and RNA isolation by the TRI Reagent protocol^44^. RNA-Seq was conducted for marrow RNA isolated from male and female mice of the three Nox4 genotypes at 3 and 32 weeks of age. There were three samples per combination of sex, genotype, and age. Each sample was marrow RNA pooled from 2 to 4 mice. RNA-Seq was conducted on the Illumina NextSeq 500 platform. Alignment and analysis was done in Partek Flow as follows: Contaminants were removed with Bowtie 2 v2.2.5 and reads were aligned to mm10 using STAR v2.7.3a and quantified using RefSeq Transcripts v99 (released 2021-08-02). Normalization was done with Trimmed Mean of *M*-values (TMM). Normalized counts were calculated as log2 (TMM + 1). Analysis of differences between groups were based on normalized counts using analysis of variance (ANOVA) and DeSeq2. RNA-Seq data are deposited in the Gene Expression Omnibus database as GEO submission number GSE195454.

### Statistics and reproducibility

Statistical power was computed based on a two-factor ANOVA with 7–9 mice per group. Statistical analysis was performed with GraphPad Prism 8.0 (GraphPad Software, Inc., San Diego, Ca, USA). Numerical variables were expressed as means ± STDEV (Standard Deviation). Comparisons between groups were performed with the nonparametric Kruskal–Wallis test followed by a Dunnett’s test comparing each dose to the control group. The nonparametric Wilcoxon rank-sum test was used to compare controls to individual treatment. The rationale for using 7–9 mice per group is described in the Supplementary Methods. Cell culture experiments were conducted at least three independent times, and representative images are displayed. *T*-test, one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons test post hoc analysis was used to compare different genotypic groups of mice. The critical *p*-value for statistical significance was *p* = 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

Source data underlying plots shown in figures are available in excel sheet of Source Data 1 and are shown in Supplementary information. Additional data related to the paper are available from the corresponding author on reasonable request. RNA-Seq data were deposited in the Gene Expression Omnibus database as GEO submission number GSE195454.

# Supplementary material for: Nox4 expression in osteo-progenitors controls bone development in mice during early life
**Source:** Commun Biol. 2022 Jun 14;5:583. doi: 10.1038/s42003-022-03544-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis GraphPad Prism 6 XML Project and 13 Sigma Plot were used for data analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw data plotted for figures are available, there is no restrictions on data availability.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined base on statistical power colculation from our previous studies with 80% power and $\alpha=0.05$ , and the minimum detectable Cohen's f effect size (83) (ES(f)) is 0.45 for each of the main effects. |
| Data exclusions | There was no data exclusion                                                                                                                                                                                                       |
| Replication     | All studies were conducted in accordance with recently issued NIH guidelines on Reproducibility and Rigor in scientific research.                                                                                                 |
| Randomization   | All data analysis were performed under randomization.                                                                                                                                                                             |
| Blinding        | Key of sample groups were blinded for analysis.                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                  |
|-------------------------------------|------------------------------------------------------------------|
| n/a                                 | Involved in the study                                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Dual use research of concern |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                     |
|-----------------|-------------------------------------------------------------------------------------|
| Antibodies used | We have provided details in the manuscript text of antibodies used for experiments. |
| Validation      | We have specifically validated antibodies.                                          |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                               |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC                                                                                                          |
| Authentication                                                       | During the study, we avoided long-term culturing of these cells by growing and testing them in small batches. |
| Mycoplasma contamination                                             | No mycoplasma contamination was detected.                                                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                                                                          |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                          |
|--------------------|--------------------------|
| Laboratory animals | C57BL/6J background mice |
|--------------------|--------------------------|

Wild animals

We provided detailed information in the text of manuscript.

Field-collected samples

We detailed in the text of manuscript.

Ethics oversight

We detailed in the text of manuscript.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

How the deposited data were processed for this re-analysis (not part of the article)

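Femoral marrow RNA of Nox4fl/fl control, CKO and Nox4-/- mice of both sexes was sequenced at 3 and 32 weeks of age in 36 libraries, 3 per group, each pooled from 2 to 4 mice. The authors removed contaminants with Bowtie 2, aligned the reads to mm10 with STAR, quantified them on RefSeq transcripts in Partek Flow and deposited the raw count of each gene without normalization. The authors also deposited TMM-normalized values on the log2 scale, with 1 added before the logarithm; these were used only as an alternative. Samples were assigned to groups from their labels and the paper. The library labelled 0/1 was kept as Nox4-/-, as the paper describes, and was left out in an alternative. The 26 features named by a number, with 0.22% of the counts, were left out of library sizes and tests.

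The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the raw counts of all 36 libraries, with TMM normalization, a mean for each of the 12 groups, the tool's filter on low counts by group (15337 genes) and a Benjamini-Hochberg adjusted p-value under 0.05. A change of at least 1 on the log2 scale was called strong. Standard errors were derived from the fold change and the F statistic. Alternatives were DESeq2 1.42.0, limma 3.58.1 on the deposited log2 values, library size only, no filter, at least 10 counts in every library, the replicate number as a block, fits to the compared libraries alone, and fits without the library labelled 0/1 and without each library in turn. These choices, the contrasts, the marker lists and the rule for the genes named were set before the data were examined. The removal of each library's trend with gene length and GC content, the omission of the libraries of lowest and highest depth, and each library in turn as the reference of TMM were added after the data were seen. So was the replacement of the library labelled 0/1 by its group mean. Fits that left out libraries, and fits to the compared libraries alone, at first recomputed the filter on low counts; after their values were seen they were changed to keep the 15337 genes tested with all libraries, and the leave-one-out fits are given both ways.

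The genes named for age were the 5 largest rises and the 5 largest falls among genes called different, with a mean of at least 3 on the log2 CPM scale and no overlap between the ages. For sex and genotype, up to 3 genes in each direction with the smallest adjusted p-values were named, together with genes the paper names, Nnt, genes of the sex chromosomes and the bone turnover genes called. Loxl2 was named after its values were seen, because its comparison called only 4 genes. The tests were tested on simulated data in which 200 genes were changed. At a log2 change of 1, edgeR recovered 99.5% of these for the CKO effect over both ages and 98.5% at 3 weeks alone, over 15142 genes with 2.93% and 4.83% false calls. At a change of 0.5 it recovered 90.0% and 82.0%, over 15166 genes with 3.74% and 3.53% false calls. It made 0 calls in contrasts without a change. The simulated counts were drawn for each gene on its own, without trends with gene length, differences between runs or reads of other libraries. Other splits of the real libraries gave a median of 0 genes but up to 1971 for CKO and 1906 for Nox4-/- at 3 weeks. Such splits can keep part of the real grouping. The simulated rates of false calls therefore need not hold in the real data.

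Permutation tests used 100000 resamples for groups of 12 libraries and every split for groups of 6. Marker lists, 17 in number, were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Coordinates came from the RefSeq annotation of mm10; 23962 of the 24597 named features matched by symbol, 540 by synonym and 95 not at all. Gene length and GC content came from another annotation release and were matched by symbol for 24073 features. Depth ran from 405512 to 163611881 counts on named genes. Limits for a count of 0 were set at 3 counts and, like the intervals, cover counting error only. The supplementary text on the RNA sequencing was not used here.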

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

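The explanations below were all tested after the results were seen.

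The sex effect differed by age for 533 genes in a direct test, which is why it is listed here. Of 100 splits of the libraries by sex within genotype and age, the real one included, 1 gave as many genes. Without the libraries of lowest and highest depth, both of Nox4-/- males of 3 weeks, 215 genes were called, 206 of them among the 533. The depth of these libraries therefore does not account for all of them, while other differences in depth, such as that between the ages, were not tested. The direction did depend on these libraries, with 94 of the 215 upward and 121 downward, against 325 and 208 in all libraries. After each library's trend with gene length and GC content was removed 397 were called, 356 of them among the 533. The count was 250 without Nox4-/- male 3 weeks replicate 3 and 924 without CKO male 32 weeks replicate 2. A difference between the sexes that grows with age, for example in marrow fat, stays open as a hypothesis and was not tested in other data. The adipocyte list had a median log2 fold change of -2.81 in males against females at 32 weeks (fry, adjusted p = 1.55e-05), and did not pass with the correlation estimated from the data (adjusted p = 0.336).

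The CKO effect differed by age for 899 genes, 442 higher and 457 lower, and with library size only for 888 genes, 736 higher and 152 lower. Of 100 splits by genotype, the real one included, 1 gave as many genes. After each library's trend with gene length and GC content was removed 15 genes were called, so such a trend could account for most of the count; the correction can also remove real change that goes with gene length. Without control male 32 weeks replicate 3, which may hold reads of another library, 186 genes were called, all among the 899, so those reads are not the whole source. The count was 71 without CKO female 3 weeks replicate 2 and 1551 without control female 3 weeks replicate 3.

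Trim12a, which the paper's main text does not discuss, was at least 34.0-fold (33.99) above the limit of the controls in Nox4-/-. The paper's supplementary text on the RNA sequencing was not used here. It reached 4.34 to 16.05 CPM in 8 of 12 Nox4-/- libraries and at most 6 counts in any control or CKO library, which argues against reads of another library as its source. Nox4-/- female 3 weeks replicate 2, male 3 weeks replicate 3, male 32 weeks replicate 1 and the library labelled 0/1 stayed at 0 to 5 counts (in the last of these 0, uninformative at its depth), so the pooled mice may differ in what they carry. The 3 Trim genes lie on chromosome 7, as does Nox4. Trim5 rose by a log2 fold change of 1.648, while reads that had moved from it to Trim12a would have lowered it. Of the 53 other genes tested within 3 Mb of Trim12a, 16.98% had an unadjusted p under 0.05, against 4.00% elsewhere (Fisher's exact test, two-sided p = 0.000244); the window was chosen after the values were seen. A candidate explanation is a chromosomal segment of another strain carried along with the Nox4 deletion. Trim12a lies 16.9 Mb from Nox4. Within 20 Mb of Nox4, a window that includes the Trim genes, the share was 10.04%, against 3.97% elsewhere (exact p = 3.08e-05). Within 10 Mb, which stops short of them, it was 3.846%, against 4.08% elsewhere, and since a segment without expressed variants would give the same, a changed segment there and none cannot be told apart. Of 100 splits, 2 gave as many genes as the 4 called for Nox4-/-. The genotype itself stays open as an explanation.

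Xist had 908 counts in control male 32 weeks replicate 3, where the other male libraries had at most 110. Its share of the level of the CKO females of 32 weeks was 6.86%. Cyp2s1 had 24 counts there, 7.09% of their level (95% interval 4.26 to 10.9, counting error only), while other controls had at most 9. A female control mouse in the pool would not raise Cyp2s1, so the values are consistent with reads of a CKO female library of 32 weeks. Counts of the other sex were not confined to this library. CKO female 32 weeks replicates 1 and 2 held 27 and 29 counts on Y-chromosome genes, 1.11% and 1.22% of the male level. The 110 Xist counts were in control male 32 weeks replicate 2. No biological explanation was tested.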

How the results depend on the processing

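Fits that left out libraries, and fits to the compared libraries alone, were first run with the filter on low counts recomputed, which in the leave-one-out fits added genes and in 18 of 36 changed the library TMM refers to. They were rerun on the 15337 genes of the full data after those values were seen, and for the leave-one-out fits both sets are given. The added alternatives were chosen after the data were seen. Causes were not tested unless stated.

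With at least 10 counts in every library fewer genes were tested, and the counts were 5607 for age, 563 for strong age changes, 60 for sex at 3 weeks, 787 for sex at 32 weeks, 330 for sex by age, 0 for Nox4-/-, 0 for CKO at 32 weeks, 0 for Nox4-/- at 3 weeks, 0 at 32 weeks and 1 for Nox4-/- by age. Cyp2s1 was not among these genes. Age then took 78.393% of the variance, and the correlation across genes of the CKO and Nox4-/- effects was -0.15127 in place of 0.221; the cause was not tested.

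Fitted to the compared libraries alone, the counts were 22 for sex at 3 weeks, 426 for CKO, 2 for Nox4-/-, 2165 for CKO at 3 weeks, 0 and 4 for Nox4-/- at 3 and 32 weeks, 471 for CKO by age and 5 bone turnover genes. With limma on the deposited log2 values they were 1331 for strong age changes, 42 for sex at 3 weeks, 257 for CKO, 2 for Nox4-/-, 2620 for CKO at 3 weeks, 0 for Nox4-/- at 32 weeks, 267 for CKO by age and 5 bone turnover genes. With DESeq2 they were 2 for CKO at 32 weeks, 7 and 4 for Nox4-/- at 3 and 32 weeks, and 3 for Nox4-/- by age. With no filter they were 3 for CKO at 32 weeks and 17 and 2 for Nox4-/- at 3 and 32 weeks. With library size only they were 49 for sex at 3 weeks and 2 for Nox4-/- at 32 weeks; the median over all genes of the age effect then moved by 0.12 on the log2 scale. The split of CKO against Nox4-/- was 1338 higher and 1114 lower, and 721 and 1564 with library size only. With the replicate number as a block 5 genes were called for Nox4-/- at 32 weeks. Without the library labelled 0/1, Nox4-/- at 3 and 32 weeks gave 7 and 0.

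With each library's trend with gene length and GC content removed, the counts were 40 for sex at 3 weeks, 5 for CKO, 909 for CKO against Nox4-/-, 2503 for CKO at 3 weeks, 2 for Nox4-/- at 32 weeks, 15 for CKO by age and 4 bone turnover genes. Without the libraries of lowest and highest depth they were 17 for sex at 3 weeks, 215 for sex by age and 6 for Nox4-/- at 3 weeks. With each library in turn as the reference of TMM, CKO gave 890 to 1146 genes and CKO at 3 weeks 3955 to 4068.

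Over the 36 fits that each left out 1 library, and with the filter recomputed in parentheses, age gave 12561 to 12781 (12465 to 12836), strong age changes 2447 to 2565 (2560 to 2808), sex at 3 weeks 18 to 460 (17 to 416), sex at 32 weeks 1221 to 1848 (1208 to 1866), and sex by age 250 to 924 (277 to 925). CKO gave 68 to 1907 (43 to 1844), Nox4-/- 0 to 7 (0 to 6), and CKO against Nox4-/- 1289 to 3013 (1307 to 3021). CKO at 3 weeks gave 2318 to 4564 (2275 to 4581) and at 32 weeks 1 to 2 (1 to 2). Nox4-/- at 3 weeks gave 2 to 28 (0 to 23) and at 32 weeks 0 to 31 (0 to 31). CKO by age gave 71 to 1551 (68 to 1540), Nox4-/- by age 0 to 1 (0 to 1), and both interactions with sex 0, with 643 genes for CKO and 297 for Nox4-/- at an unadjusted p under 0.05 in all libraries. Bone turnover gave 4 to 10 genes, here and above counted over all comparisons of CKO or Nox4-/- with control. The lowest sex counts at 3 weeks and by age came without Nox4-/- male 3 weeks replicate 3, the lowest for CKO, for CKO against Nox4-/- and for CKO by age without CKO male 3 weeks replicate 3, Nox4-/- male 3 weeks replicate 1 and CKO female 3 weeks replicate 2, and the lowest for CKO at 3 weeks and bone turnover without control female 3 weeks replicate 1. Nox4-/- at 3 weeks gave 28 without control male 3 weeks replicate 3, and at 32 weeks 31 without Nox4-/- female 32 weeks replicate 1. Cyp2s1 stayed between 5.72 and 6.31 and the control level of Nox4 between 0.0263 and 0.0394 CPM.

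Age took 63.841% of the variance on the deposited values, 34.435% with a prior count of 0.5 and 58.631% with the library labelled 0/1 replaced by its group mean. Of the calls of marker lists over 9 comparisons, 64 passed with camera, 23 with fry and 0 with an estimated correlation. With windows of 1 Mb around Cyp2s1 and 20 Mb around Nox4, the shares of genes at an unadjusted p under 0.05 were 37.5% (exact p = 0.156), 10.04% for Nox4-/- (exact p = 3.08e-05) and 28.9% for CKO (exact p = 0.274); the first lay above the share elsewhere where the window of 2 Mb lay below it, and the cause was not tested. The effects of 2 single genes, neither called in any fit, changed direction when 1 library was left out: that of Nox4-/- on Cyp2s1 ran from -0.44 to 0.23, the highest without control male 32 weeks replicate 3, and that of sex on Fmod at 3 weeks from -0.11, without Nox4-/- male 3 weeks replicate 1, to 0.19; the cause was not tested. No other single gene that was run through these alternatives changed direction. The depth limits statements on Nox4, and in the library labelled 0/1 on genes under 7.4 CPM.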

Differences from the paper's values

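The paper states that Cyp2s1 was the only gene strongly affected by genotype. In Nox4-/- against control Trim12a was at least 34.0-fold above the limit of the controls and Trim5 and Trim30d had log2 fold changes of 1.65 and 1.89. In Nox4-/- at 3 weeks 10 of the 11 genes called changed by at least 1 on the log2 scale, 1 higher and 9 lower. With each library left out in turn, 2 to 28 genes were called there. The lower genes named by the rule for genes were Tcap, Pvalb and Tnnc2, which are muscle genes. The skeletal muscle list stood at 106.8 CPM in control male 3 weeks replicate 1, and at 37.6 to 53.2 CPM in the other controls of 3 weeks. A difference in muscle tissue between the marrow samples could therefore account for such falls, and they are not clear effects of genotype on marrow cells. In CKO against control at 3 weeks 13 genes rose and 50 fell by at least 1 on the log2 scale, 63 in all. That number was 30 with DESeq2, 9 with limma on the deposited log2 values, 2 with at least 10 counts in every library, 40 in fits to the compared libraries alone, 86 with library size only, 79 with no filter, 60 with the replicate number as a block, 60 without the library labelled 0/1, and 42 with each library's trend with gene length and GC content removed and 59 without the libraries of lowest and highest depth, both chosen after the values were seen. Among the alternatives set before the data were examined, 0 genes were called for Nox4-/- with at least 10 counts in every library, a filter that Cyp2s1 did not pass either, and 0 without Nox4-/- male 3 weeks replicate 1. With limma on the deposited log2 values 2 genes were called, 1 of them strong, and the same numbers held in fits to the compared libraries alone. Trim5 and Trim30d each lost their call in 2 of 9 alternatives, whereas Trim12a kept it in all 9.

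The paper states that genotype had small effects on the transcriptome. At 3 weeks 4048 genes were called between CKO and control, with a median absolute log2 fold change of 0.26, and 1090 over both ages; with each library's trend with gene length and GC content removed, chosen after the values were seen, 2503 and 5 were called.

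The paper states that effects of genotype on bone turnover genes were not clear. In CKO at 3 weeks 9 of 26 were called lower, while 26.4% of all tested genes were called in the same comparison. In Nox4-/- at 3 weeks 0 of the 26 were called, with 1 at an unadjusted p under 0.05. The 9 were thus not seen in both Nox4-deficient genotypes, and they do not show a clear effect on bone turnover genes in particular. Over both ages 0 were called for CKO, with 6 at an unadjusted p under 0.05. The alternatives were counted over all comparisons of CKO or Nox4-/- with control, so their genes need not all be among the 9. The lowest were 4 genes without control female 3 weeks replicate 1 and 5 genes with limma on the deposited log2 values and in fits to the compared libraries alone. With the trend removed, chosen after the values were seen, 4 were called.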

Other observations

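Every test of an explanation below was chosen after the result was seen.

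Other splits of the libraries within the other factors were counted, the real split included. Of these splits, 1 of 100 gave as many genes as age, 1 of 100 as strong age changes, 3 of 99 as sex at 3 weeks, 1 of 98 as sex at 32 weeks, 1 of 100 as CKO, 1 of 100 as CKO against Nox4-/- and 1 of 76 as CKO at 3 weeks. For CKO against Nox4-/-, whose libraries share sequencer sample numbers, the splits cannot separate genotype from run. Libraries of 3 and 32 weeks share numbers too, so the splits cannot separate age from run either. The numbers of genes for CKO at 32 weeks (1 gene, 13 of 76), Nox4-/- at 3 weeks (11 genes, 9 of 79) and at 32 weeks (1 gene, 9 of 79) were reached more often; this counts genes and does not say that the same genes were called. The gene of CKO at 32 weeks, Cyp2s1, was called in all 36 fits that each left out 1 library (largest adjusted p = 8.96e-15). For the 3 comparisons with 0 genes, Nox4-/- by age (1213 at an unadjusted p under 0.05), CKO by sex (643) and Nox4-/- by sex (297), 100 of 100 splits gave as many. Any split gives at least 0 genes, so the splits could not test these 3.

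The CKO effect at 3 weeks went with gene length (Spearman's rho across genes -0.312, and genes are not independent replicates). The slope of expression on length per library was -0.0593 ± 0.0249 (SD, n = 6) in CKO and 0.0124 ± 0.0385 (SD, n = 6) in control (exact permutation test, two-sided p = 0.00433, adjusted p = 0.0173 over 4 tests), and at 32 weeks the exact p was 0.528. With the trend removed 5 genes were called for CKO over both ages, so such a trend may account for most of the 1090; at 3 weeks 2503 were called, 2161 of them among the 4048, so it is not the whole source there, and the correction can also remove real change. Library size only lowers the effect of all genes, so the genes called lower could not test the normalization factor. Of the 2218 genes called higher 981 were also called higher with library size only, which argues against the factor as the whole source of these; the call of the other 1237 depended on it, and for them it stays open. Without control female 3 weeks replicate 1, 2318 were called, 2306 of them among the 4048, which argues against 1 library as the whole source. CKO and control libraries of 3 weeks shared 0 sequencer sample numbers, which libraries of a single run would do as well, so the numbers do not show whether they were prepared separately. Of the bone turnover genes 4 were called after the correction, counted over all comparisons of CKO or Nox4-/- with control. This count does not show which of the 9 were among them. For the list it cannot decide whether the trend is the source, since 2503 of all genes were called in the same fit. Nfatc1 kept its call in all 10 alternatives, the removal of the trend among them, so for that gene the trend is not the whole source.

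The skeletal muscle list was lower in Nox4-/- at 3 weeks, 8 of 8 genes, with a median log2 fold change of -1.554 (fry, adjusted p = 0.00217; adjusted p = 0.336 with an estimated correlation). Control male 3 weeks replicate 1 stood at 106.8 CPM for the list, other controls at 37.6 to 53.2, CKO at 43.3 to 71.9 and Nox4-/- at 17.0 to 41.98. CKO exceeded Nox4-/- (exact permutation test, two-sided p = 0.00216, the smallest that 6 against 6 libraries allow), which argues against an excess of muscle in the control marrow alone. Less muscle tissue in the Nox4-/- marrow is consistent with these values; the genotype stays open as well. Without that library 3 genes were called at 3 weeks, 2 of them among the 11 called with it.

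The residual share of variance was 35.7% and fell to 22.49% with the library labelled 0/1 replaced by its group mean, so its low depth may account for part of it.

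The CKO and Nox4-/- effects correlated across genes at r = 0.221, and 95 of 100 permutations of genotype gave a value as high. Nnt had a log2 fold change of 0.42 in Nox4-/- (adjusted p = 0.436). Replicate numbers did not pair the libraries, with a median r of 0.00322 for equal numbers over 198 pairs.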
